A study of Danio rerio with 4 samples.

How the data were processed

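The series holds 4 pooled zebrafish (Danio rerio) embryo samples, 1 per group. The long-read libraries, made on the PacBio platform from polyadenylated RNA of pools of 15 embryos, are an untreated library and a library from embryos injected with 0.2 nmol of α-amanitin, per the labels. α-Amanitin is an inhibitor of RNA polymerase, injected here at the first cleavage stages to block zygotic genome activation (ZGA), the onset of transcription from the embryo's own genome. Both long-read samples are labelled 6 hours post fertilization (hpf) in their characteristics, while the source name of the α-amanitin sample gives the 256-cell stage, which the labels place before ZGA. The stage from the characteristics was used, and the conflict was left unresolved. The short-read libraries came from rRNA-depleted total RNA of about 20 embryos each, at 2.5 hpf and 5.25 hpf, per the labels; per-sample files for these libraries were not analysed here.

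Long-read transcripts were assembled by the authors with IsoSeq, mapped to the GRCz10 genome with GMAP and compared with a reference transcriptome with Cuffcompare, per the series description; tool versions are not stated there. Each deposited Cuffcompare table lists collapsed, non-redundant transcript models, with the nearest reference transcript and gene, a class code, the length of the model in bases and the length of the matched reference transcript in bases. The reference identifiers are RefSeq transcripts. FPKM and coverage columns of these deposited tables were 0 for every model (0 models above 0 in each library) and were not used, so the number of reads behind a model is unknown. A collapsed table counts each structure once, whatever its abundance, so a share of models is not a share of RNA molecules. The class codes are = (same introns as a reference transcript), c (contained in one), j (at least 1 shared splice junction, with a different structure), o (other exonic overlap), e (possible pre-mRNA fragment), i (within an intron), x (exonic overlap on the opposite strand), s (intron overlap on the opposite strand), p (run-on near a reference transcript), r (mostly repeat sequence) and u (intergenic).

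The deposited series-wide expression table gives log2(TPM + 1) values for 32575 transcripts in 2 columns. This unit was read from the deposited values: 2 to the power of the value, minus 1, sums to 1000000 in each column, as TPM (transcript abundance scaled to that total) does. The authors' quantifier, the reads they quantified and any filter are not stated. A control column and an α-amanitin column were matched to the untreated and α-amanitin groups by name. The comparison of expression had been planned for the short-read samples; since the column names tie the table to treatment, it is reported as untreated against α-amanitin, with the planned computation otherwise kept. Whether the columns hold the long reads or short reads of the corresponding stages is not stated, so every expression value below carries that limit. The labels give no α-amanitin dose for the short-read libraries. If the columns hold those libraries, the ratios contrast stages and not the treatment. TPM values keep no depth, so the depth of the table is unknown. The 16639 transcripts with PacBio (PB) identifiers follow a merged numbering up to locus 11880, past the highest locus of the α-amanitin table (9504) and of the untreated table (9444), so they were not joined to class codes or genes. Of the 15936 RefSeq transcripts (15447 NM and 489 NR identifiers), 15455 (97.0%) were given a symbol. The Cuffcompare tables named 7695 of them, and a RefSeq gene table of assembly GRCz12tu named another 7760; that table was used for names and for which genes neighbour each other, and none of its coordinates are given. No column of per-sample values was left unused (0 columns).

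Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures. A reference gene counted as found in a library when at least 1 model of any class named it. Shares of models or genes have Wilson 95% intervals, which cover counting error alone. Class shares were compared with a two-sided Fisher's exact test on model counts, with Benjamini-Hochberg adjustment over the 11 classes; this compares the 2 libraries, not the conditions. Intervals of medians are 95% bootstrap intervals from 1000 resamples of models or genes, which are not replicates. Expression change was the log2 ratio of (untreated TPM + 1) to (α-amanitin TPM + 1), with a threshold of 2-fold; this pseudocount understates the change of low transcripts. Gene values are the TPM of all RefSeq transcripts of a symbol summed, for 14775 symbols, without the PB transcripts of the same gene. With 1 library per group, no difference between conditions has a replicate check, and no p-value is given for expression. Gene sets were placed among 10000 random lists of the same size, drawn within 20 bins of mean expression, or for long-read detection drawn from genes with a model in either library and matched on the number of models per gene, so that listed genes without a model do not enter.

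Genes named in the text follow a rule fixed in advance: 2 marker lists (26 zygotic and 20 maternal genes), the 5 largest rises and the 5 largest falls among named transcripts with at least 10 TPM in either column, the 3 genes with the most models in each library, and the 3 genes with the most models in 1 library and 0 in the other, with ties in alphabetical order. Exceptions are stated where they occur. The alternatives covered a minimum model length of 500 bases, stricter detection of a gene, the longest model per locus, class totals without codes e, p, r and s, drawing the larger library down, a pseudocount of 0.1, a minimum of 1 TPM, a 4-fold threshold, and scaling to a median log2 ratio of 0 among transcripts or genes of at least 1 TPM in both columns. These, the tests, the grouping and the rule for named genes were chosen before the data were examined, except for the grouping of the expression comparison. That comparison was planned for the short-read samples and was assigned to treatment after the column names had been seen. Summing transcripts per locus, using RefSeq transcripts alone and leaving out a repeat region were added after the data had been seen.

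The computations were tested on simulated data before use. In simulated tables of 32575 transcripts, 200 of 200 changed transcripts were recovered at 2-fold and 0 of 32375 unchanged ones were called. A list of 20 raised transcripts reached percentile 100, and 91 of 100 unchanged lists fell in the central 95% of their random lists. The planted changes were 4-fold, in transcripts of at least 10 TPM, and the simulated noise was far below 2-fold. Recovery and the percentile of the raised list were therefore near certain. They give no error rate for 2-fold calls in the deposited values. Among 100 simulated pairs of libraries with equal class shares, 6 had any class called, and a doubled class was called in 100 of 100 pairs.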

Results

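Long-read transcript models were compared between an untreated zebrafish embryo library and a library from embryos injected with 0.2 nmol of α-amanitin, an RNA polymerase inhibitor that blocks zygotic genome activation (ZGA). Both pools held 15 embryos and were labelled 6 hours post fertilization (hpf), although the source name of the α-amanitin sample gives the 256-cell stage. There was 1 library per group, so none of the differences between conditions given here has a replicate check. The α-amanitin library held 13102 transcript models at 9504 loci and the untreated library 12752 models at 9444 loci. Read numbers behind the models are unknown, and the number of models is the nearest measure of depth in the tables. A reference gene was named by 10236 models (78.1%) in the α-amanitin library and by 9810 models (76.9%) in the untreated library. These models covered 6757 and 6635 RefSeq transcripts, respectively.

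The first comparison addressed how the models of each library relate to the existing annotation. Models that matched all introns of a reference transcript (class =) made up 31.6% of the α-amanitin library (95% interval 30.8 to 32.4) and 31.0% of the untreated library (30.2 to 31.8), a difference that Fisher's exact test did not separate from sampling of the 2 libraries (adjusted p 0.706). Intergenic models (class u) made up 20.6% and 20.8% (adjusted p 0.911). Models that shared a splice junction with a reference transcript but differed from it in structure (class j) were 25.5% of the α-amanitin library (24.7 to 26.2) and 23.4% of the untreated library (22.6 to 24.1), a difference of −2.12 percentage points (adjusted p 0.000401). With the longest model per locus alone, this difference was −1.20 points (adjusted p 0.112). Contained models (class c) made up 14.4% and 15.4%, a difference of 1.05 points (adjusted p 0.0483). Repeat models (class r) numbered 166 (1.27%, 1.09 to 1.47) in the α-amanitin library and 292 (2.29%, 2.04 to 2.56) in the untreated library, a difference of 1.02 points (adjusted p 4.24e-09). Of the 292, 96 lay in 1 region beside the gene pacsin2, where the α-amanitin library had 11, and the difference without that region was 0.365 points (adjusted p 0.0366). Intronic models (class i) were 0.878% and 1.21% (adjusted p 0.0364), and with models of at least 500 bases this adjusted p was 0.126. The remaining 5 classes (o, e, x, s and p) had adjusted p-values from 0.768 to 1. All of these tests were two-sided, were adjusted over 11 classes by the Benjamini-Hochberg method, and compared these 2 libraries, not the conditions.

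**Figure D1:**
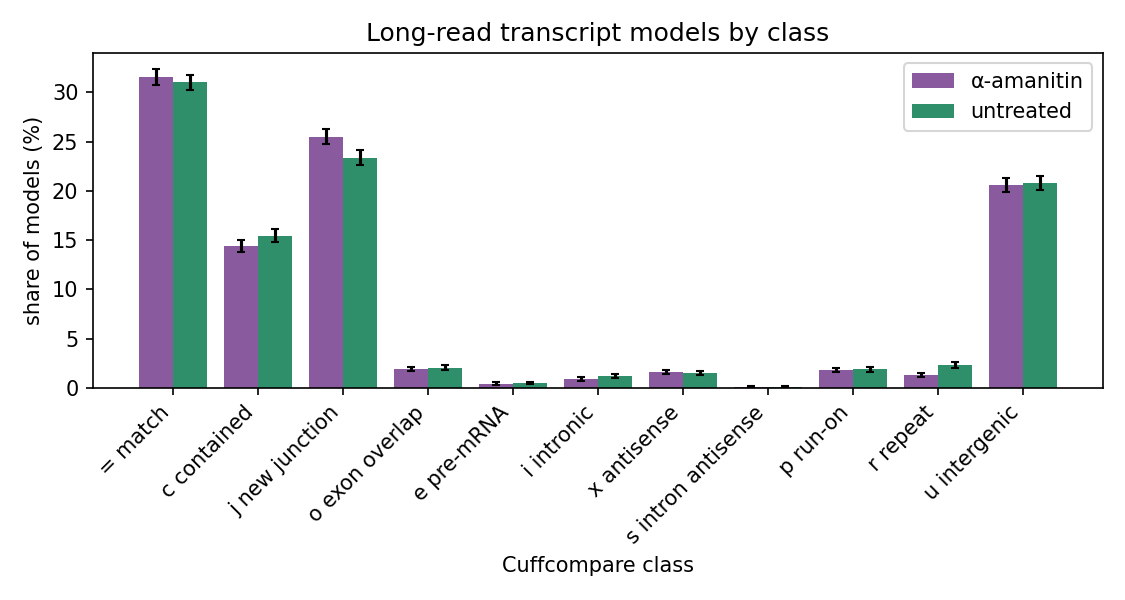
Bars give the share of transcript models (%) in each Cuffcompare class for the α-amanitin (13102 models) and untreated (12752 models) libraries, and error bars are Wilson 95% intervals. Class j is lower (23.4% against 25.5%) and class r higher (2.29% against 1.27%) in the untreated library, while class = differs by −0.576 points.

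Reference genes found in each library were compared next. The α-amanitin library named 6658 genes and the untreated library 6538, of which 5534 were shared. A further 1004 genes were named in the untreated library alone and 1124 in the α-amanitin library alone. Requiring at least 2 models per gene moved the shared genes most, to 1205, with 975 in the untreated library alone and 1116 in the α-amanitin library alone. Class codes = and j alone moved the untreated-only set most, to 869 genes, with 1131 in the α-amanitin library alone and 4430 shared. With the α-amanitin models drawn down to the number in the untreated library, the exclusive sets held 1087 (untreated) and 1096 (α-amanitin) genes.

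Model length had a median of 1452 bases in the α-amanitin library (quartiles 865.25 and 2023) and 1391 bases in the untreated library (827.75 and 1941). The difference between the medians was −61 bases (95% bootstrap interval −88.5 to −32). For the longest model per locus, the medians were 1550.0 and 1477.5 bases. Class = models had a median length of 1751 bases in the α-amanitin library and 1701 bases in the untreated library. Within class =, 69.5% of models in the α-amanitin library (68.1 to 70.9) and 69.6% in the untreated library (68.1 to 71.0) were within 10% of the length of the matched reference transcript, and the median ratio to the reference length was 1.01 in each.

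At least 2 models were found for 34.9% of the genes in the α-amanitin library (33.7 to 36.01) and for 33.3% in the untreated library (32.2 to 34.5), intervals that overlap. The median was 1 model per gene in each library. With models of at least 500 bases, the shares were 32.4% and 30.2%. Among all genes, khdrbs1a had the most models in the α-amanitin library (19, against 10 in the untreated library), followed by si:dkey-33c12.4 (13 against 6) and zgc:92287 (12 against 11). In the untreated library zgc:92287 led with 11 models, followed by khdrbs1a and nasp with 10 each; nasp had 7 in the α-amanitin library. Genes with the most models in the untreated library and 0 in the other were zgc:158463 (4 models), arfip2a (3) and ddx11 (3). In the opposite direction, caska, gpank1 and mtfr1 each had 4 models in the α-amanitin library and 0 in the untreated library.

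Marker genes were used to ask whether the libraries differ in zygotic and maternal transcripts. Of 26 zygotic genes, such as ved, vox, tbx16 and gsc, 2 had a model in the untreated library (7.69%, 2.14 to 24.1) and 4 in the α-amanitin library (15.4%, 6.15 to 33.5). Both bambia and cyp26a1 had models in each library, and ndr1 and foxi1 had a model in the α-amanitin library alone. The number of zygotic genes found in the untreated library alone minus the number found in the α-amanitin library alone, −2, lay at percentile 13.7 of 10000 random lists. That percentile rests on the 4 genes with a model and, with a central 95% range of −2 to 2 among the random lists, says little about the list. Of 20 maternal genes, such as btg4, zar1 and buc, 19 had a model in each library (interval of the share 76.4 to 99.1%), and nobox had 0 in both. That list lay at percentile 54.2. Requiring at least 2 models left 0 zygotic genes in the untreated library and 1 in the α-amanitin library, and 10 and 13 maternal genes. The intervals of the zygotic shares in the 2 libraries overlapped.

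The expression table gave log2(TPM + 1) for 32575 transcripts in a control and an α-amanitin column. Which reads were quantified is not stated, so the values describe the columns and are not tied to the long-read libraries. If the columns hold the short-read libraries, which have no α-amanitin dose in the labels, the ratios contrast stages and not the treatment. The table held 2990 transcripts at 0 in the control column and 4802 in the α-amanitin column. The 10 most abundant transcripts took 14.8% and 9.0% of TPM, respectively. On the log2(TPM + 1) scale, 7106 transcripts (21.8%) were at least 2-fold higher in the control column and 9541 (29.3%) at least 2-fold lower, so that 42.7% of the changed transcripts were higher. Scaling to a median ratio of 0 among transcripts of at least 1 TPM in both columns, a shift of −0.52 on the log2 scale, gave 9918 higher and 6940 lower, or 58.8% higher. Scaling moved every log2 ratio by the same constant, so this change in the counts followed by construction. The constant was applied after the pseudocount, so transcripts near 0 in both columns moved as well. Over all 32575 transcripts the median became 0.52, and part of the added higher transcripts can be low ones. The balance between rises and falls therefore depended on the scaling chosen and was not decided. At 4-fold the counts were 3738 higher and 4965 lower.

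Among named transcripts of at least 10 TPM in either column, the largest rises from the α-amanitin to the control column were hspb1 (NM_001008615), from 0.944 to 1738 TPM (log2 ratio 9.80), cirbpb (NR_132113), from 0.000129 to 814 TPM (9.67), and apoeb (NM_131098), from 2.46 to 2489 TPM (9.49). They were followed by krt4 (NM_131509; log2 ratio 9.08) and krt18a.1 (NM_178437; 9.01). The largest falls were fth1a (NM_131585), from 938 to 0.000280 TPM (log2 ratio −9.88), nme2b.1 (NM_130926), from 900.3 to 0.0804 TPM (−9.70), and slc25a5 (NM_173247), from 653 to 1.65 TPM (−7.95). Also among the 5 largest falls, gnb2l1 (NM_131444; 283 TPM in the α-amanitin column) and dnajb1b (NM_199773; 158 TPM) were listed at 0 in the control column. Since gnb2l1 encodes a ribosome-associated protein that cells use in general, a listed 0 here can be a failed estimate. All 5 falling genes and cirbpb had at least 1 long-read model in each library, and the PB transcripts of such genes, counted separately in the table, were not joined to them; these changes are those of the RefSeq transcript. With a pseudocount of 0.1, the log2 ratio of fth1a was −13.19 and that of cirbpb 12.99.

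The marker lists were then placed in the expression table. The 26 zygotic genes had a median log2 ratio of 5.65 (95% bootstrap interval 5.08 to 6.78), above all of the 10000 random lists matched on mean expression (percentile 100), and 26 of 26 were at least 2-fold higher in the control column. Of these, foxd3 (41.1 TPM in the control column) and wnt11 (1.01 TPM) were listed at 0 in the α-amanitin column. The lowest ratio with a value in both columns was that of ndr1, 14.2 against 6.16 TPM (1.08). Among the highest, ved was at 674 against 0.742 TPM (8.60) and tbx16 at 433 against 0.464 TPM (8.21). The maternal list, with 17 of 20 genes in the table, had a median log2 ratio of −2.67 (−3.15 to −1.43), below all of the random lists (percentile 0), with 14 genes lower and 13 at least 2-fold lower. The largest falls in this list were birc5b, 5.92 against 683 TPM (−6.63), and btg4, 18.3 against 911 TPM (−5.56). The genes not lower were buc (log2 ratio 0.03), celf1 (0.42) and bmp15 (1.06). Only bmp15 was past 2-fold, and it was low in both columns, at 1.08 against 8.25e-10 TPM. Under scaling, the medians were 6.20 for the zygotic list and −2.12 for the maternal list. A pseudocount of 0.1 moved the zygotic median most, to 7.82.

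**Figure D2:**
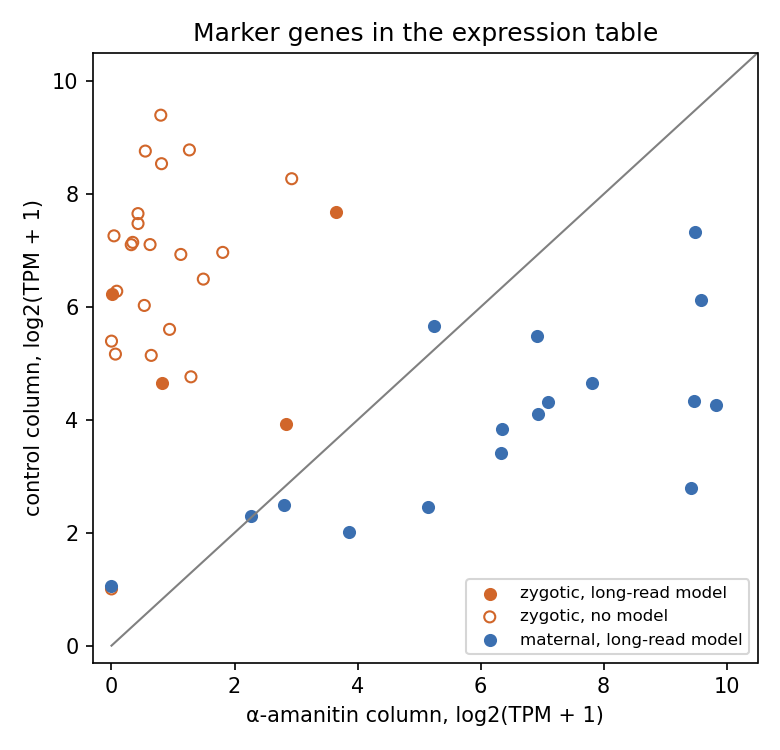
Each point is a marker gene at its log2(TPM + 1) in the α-amanitin column (x axis) and the control column (y axis), orange for 26 zygotic and blue for 17 maternal genes, filled where either long-read library has a model; the grey line marks equal values. All 26 zygotic genes lie above the line, 4 of them filled, and 14 maternal genes lie below it (13 under scaling to a median ratio of 0).

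The long-read libraries and the expression table were compared through the genes found in 1 library alone. Genes with models in the untreated library alone had a median log2 ratio of −0.30 (993 genes in the table, interval −0.44 to −0.22), and genes with models in the α-amanitin library alone also had −0.30 (1105 genes, −0.42 to −0.20). The difference between these medians was −0.01 (−0.19 to 0.13), and with class codes = and j alone it was 0.11 (−0.11 to 0.30). Under scaling, a shift of −0.55 at the gene level, both medians changed sign, to 0.25 and 0.26. Genes found in both libraries had a median of −0.62 (5451 genes, −0.68 to −0.56), and −0.065 under scaling. Genes of the table found in neither had 0.16 (7226 genes, 0.14 to 0.17). Among random lists matched on mean expression, the untreated-only set lay at percentile 0.02, the α-amanitin-only set at 0.16, the shared set at 0 and the set found in neither at 100. Gene values were sums of RefSeq transcripts, so reads assigned to PB transcripts of a gene are missing from them.

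**Figure D3:**
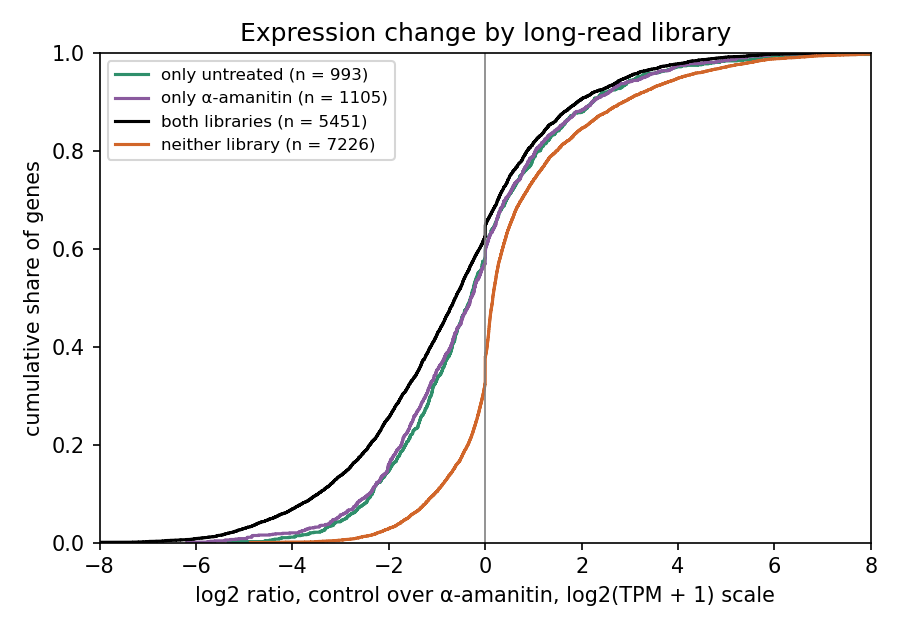
Curves give the cumulative share of genes (y axis) at or below each log2 ratio of control over α-amanitin (x axis, log2(TPM + 1) scale), for genes with models in the untreated library alone, the α-amanitin library alone, both or neither. The curves of the exclusive sets run together, with medians of −0.30 each (0.25 and 0.26 under scaling to a median ratio of 0).

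Transcripts with PB identifiers were compared with RefSeq transcripts in the same table. PB transcripts took 55.6% of TPM in the control column and 58.8% in the α-amanitin column. At least 1 TPM was reached by 76.4% of the 16639 PB transcripts in the control column and 77.4% in the α-amanitin column, against 63.7% and 57.1% of the 15936 RefSeq transcripts. PB identifiers come from sequenced PacBio transcripts and RefSeq identifiers from annotation. A higher share among PB transcripts can therefore follow from how the 2 sets were selected. PB transcripts had a median log2 ratio of −0.17 (−0.20 to −0.13), and 0.35 under scaling. RefSeq transcripts had a median of 0.00, and 0.52 under scaling. Random lists matched to the PB transcripts on mean expression had a median of −0.10 (−0.12 to −0.08). Much of the gap to the RefSeq median thus went with expression level. The PB median lay below all of these lists (percentile 0), but lists this large vary little and were drawn from all transcripts, PB included. With at least 1 TPM in either column, the medians were −0.47 (PB) and −0.21 (RefSeq). Among PB transcripts 3503 were at least 2-fold higher in the control column and 5621 lower, and among RefSeq transcripts 3603 and 3920.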

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

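The tests with sums per locus or gene, with RefSeq transcripts alone and without the repeat region were chosen only after the results were seen. Of 124 values under alternatives, 56 that answer a comparison stayed on the same side of their threshold or within their interval, or for counts within 1.5 times, and 8 values of single classes did. Of the 56, 6 could not move by construction and say nothing about stability: the 2-fold counts and both list medians at a minimum of 1 TPM, the difference between the exclusive sets under scaling, and the RefSeq median of 0 under another pseudocount. Where there was no test, a value counts as moved when it left the 95% interval of the reported one; for single transcripts, which have no interval, any change counts. The cause of a shift was not tested unless stated.

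Among class shares, the difference in class j was −1.20 points with the longest model per locus (adjusted p 0.112; 0.00138 and 0.00365 under its other alternatives), and the cause was not tested. The class u difference, within sampling error throughout, reversed to −0.117 points with the longest model per locus. Models of at least 500 bases reversed the differences in classes e (−0.00269 points), x (0.0400), s (−0.00541) and p (−0.0328), and the longest model per locus reversed class e (−0.00778); none of these was past the threshold in either setting, with adjusted p-values of 1 after the reversal. Class r stayed higher in the untreated library in models of at least 500 bases (0.751 points), with the longest model per locus (0.560) and without the region beside pacsin2 (0.365), with adjusted p-values from 3.67e-07 to 0.0366. Totals without classes e, p, r and s give no value for those classes. Another 2 values, both for class i, were no longer past the threshold.

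Requiring at least 2 models per gene, which by construction removes every gene with 1 model, left 1205 genes in both libraries, 10 maternal genes in the untreated library, and 0 (untreated) and 1 (α-amanitin) zygotic genes. The longest model per locus raised the median lengths to 1550.0 (α-amanitin) and 1477.5 bases (untreated), by construction. Models of at least 500 bases lowered the share of genes with at least 2 models to 32.4% (α-amanitin) and 30.2% (untreated), since fewer models were counted. The order of the libraries held in both cases.

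In the expression table, a 4-fold threshold left 3738 transcripts higher and 4965 lower, and RefSeq transcripts alone gave 3603 and 3920, since fewer transcripts were counted. Scaling gave 9918 higher and 6940 lower against 7106 and 9541, which moved the share of higher transcripts from 42.7% to 58.8%. That direction followed by construction, since every ratio was shifted by the same constant, including those of transcripts near 0 in both columns. With 1 value per locus or gene, 5715 were higher and 7908 lower. The zygotic list had a median of 7.82 with a pseudocount of 0.1, where low α-amanitin values weigh more. The maternal list ranged from −2.82 to −2.12 over its alternatives.

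Scaling subtracts a constant, −0.55 for genes and −0.52 for transcripts, and by that construction it reversed the medians of genes in the untreated library alone (0.25), genes in the α-amanitin library alone (0.26) and PB transcripts (0.35), and moved genes in both libraries to −0.065 and RefSeq transcripts to 0.52. With at least 2 models, the medians were −0.74 (untreated alone), −0.65 (α-amanitin alone) and −0.44 (both). Genes counted there in 1 library alone can have 1 model in the other library. A minimum of 1 TPM removes transcripts near 0 in both columns. For the sets based on at least 1 model it gave −0.54 (untreated alone), −0.50 (α-amanitin alone) and −0.74 (both). For PB transcripts it gave −0.47 and for RefSeq transcripts −0.21. A pseudocount of 0.1 gave −0.47 for the untreated-only set, −0.70 for genes in both and −0.22 for PB transcripts, and class codes = and j gave −0.42 for the α-amanitin-only set; the cause was not tested. The difference between the exclusive sets reversed to 0.11 (−0.11 to 0.30) with class codes = and j; it ranged from −0.12 to −0.04 under its other alternatives that could move it, and every one of its intervals included 0. Log2 ratios of the 10 named transcripts changed in size in 20 of 20 alternatives (a pseudocount of 0.1 or scaling), settings that by construction could not reverse ratios of this size.

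No paired analysis was possible because there was 1 library per group and no test of conditions. For the same reason, fits leaving out a replicate were not run, nor were the planned count-based tests, since the table holds log2(TPM + 1). With 26 genes in the zygotic list, the upper limits of its shares were 24.1% (untreated) and 33.5% (α-amanitin).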

Other observations

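The tests on whether the table was quantified from the long reads, on RefSeq transcripts of genes without a model and on the repeat region were chosen only after the results were seen, and the genes and loci singled out in this part were chosen after their values were seen.

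Genes far more abundant in the control column than in the α-amanitin column mostly had no model in the untreated long-read library. Of 295 genes with at least 50 TPM in the control column and a log2 ratio of at least 4, 76 (25.8%, 95% interval 21.1 to 31.0) had a model there. Of the 50 with the highest control TPM, all of at least 341 TPM, 15 had a model in the untreated library and 13 in the α-amanitin library. Low depth of the untreated library is argued against: unchanged genes (absolute log2 ratio under 1) of the same control TPM had a model in 89.1% of cases (bootstrap interval over 200 resamples 87.3 to 91.0). A swap of the libraries is argued against as well, since 27.1% (22.4 to 32.5) of the 295 genes had a model in the α-amanitin library. Loss of TPM from RefSeq transcripts to PB transcripts of the same gene would act on both columns, yet 94.0% (89.6 to 96.6) of 184 genes high in the α-amanitin column had a model in the untreated library. Quantification of the long reads themselves is also argued against as the origin of the control column, because 25.8% is far below the 89.1% of unchanged genes.

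Whether the untreated library may hold RNA closer to the α-amanitin column than to the control column was not settled. Over 14775 genes, the α-amanitin column predicted which genes had a model in the untreated library with an area under the curve of 0.816, against 0.712 for the control column, a difference of 0.105 (0.0967 to 0.113). This restates the shares above over all genes and is no independent test of the origin. The α-amanitin library gave 0.823 and 0.715, so the pattern is shared by both long-read libraries and does not separate them. Several origins stay open and were not tested: a mislabelled stage or treatment of a long-read library, a predominance of maternal RNA among polyadenylated long reads, an expression table made from other embryos than the long-read libraries, and selection of long-read molecules by length, since genes without a model have no length in the tables. A biological difference from α-amanitin between the long-read libraries was not separable from library differences with 1 library per group.

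The expression table held abundant RNAs that lack a poly(A) tail. The RNA component of RNase P, rpph1, was at 34318 TPM (3.43% of the total) in the control column and 11713 TPM (1.17%) in the α-amanitin column, with 1 model in each long-read library. The 7SK RNA, rn7sk, was at 22379 TPM (2.24%) and 755.6 TPM (0.0756%), with 0 models. In all, 1227 of the 4887 genes of at least 10 TPM in the control column (25.1%) had no model in either library. These values have a bearing on which reads were quantified, as the short-read libraries were made from rRNA-depleted total RNA and the long-read libraries from polyadenylated RNA, per the labels; no explanation was tested on them.

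Some transcripts were abundant in 1 column and near 0 in the other, at least 50 TPM against under 0.1 TPM. A candidate explanation is the division of reads among isoforms of a locus, which a quantifier can assign to different isoforms in different libraries. At PB loci with 1 transcript, 2.00% of abundant transcripts (32 of 1604, 1.42 to 2.80) showed this, against 6.60% (103 of 1560, 5.47 to 7.94) at loci with 2 or more, as that explanation predicts. Of the 103, 25 (24.3%) lay at loci whose summed TPM changed less than 2-fold, so a change of the whole locus does not account for those 25. The other 78 stay open. RefSeq transcripts went the other way: 5.82% (22 of 378, 3.87 to 8.65) showed this among genes without a model, where neither library gave a PB isoform, against 3.10% (70 of 2259, 2.46 to 3.90) among genes with one. The explanation predicts a lower share without a model. The intervals overlap narrowly, which is no test of the difference between the shares. All 22 were high in the control column. Of the 70, 49 were high in the α-amanitin column and 21 in the control column. A change of the whole gene between the columns gives such values too, so for RefSeq transcripts the shares leave the explanation undecided. A true change of isoform between the embryos predicts the same values at PB loci as an unstable division of reads and stays open, untested, and PB loci were not joined to RefSeq genes. Among the named transcripts, the falls of gnb2l1, fth1a, nme2b.1 and dnajb1b and the rise of cirbpb, all of genes with models in each long-read library, are exposed to this limit.

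The excess of repeat models in the untreated library was concentrated in 1 region. The order in which the tables list loci was compared with the RefSeq gene table of assembly GRCz12tu. Of neighbouring models with a named gene, 98.3% (α-amanitin) and 98.2% (untreated) shared a chromosome. Pairs of models of the same gene were counted, which share a chromosome by construction and raise these shares. In the stretch of that order that ends at pacsin2, the untreated library had 96 repeat models at 2 loci, 84 of them at a locus of 86 models; no other locus of that library had more than 18. The α-amanitin library had 11 repeat models at 6 loci in that interval. Their median lengths were 553 and 652 bases. That the region may account for the whole excess is argued against, though narrowly: without it the untreated library still had a larger share, 1.55% (1.35 to 1.78) against 1.18% (1.01 to 1.38), a difference of 0.365 points (adjusted p 0.0366). It carried most of the difference of 1.02 points. Repeat models lay at 197 loci in the untreated library and 155 in the α-amanitin library. The RNA that gives these models was not identified, and a collapsed model count is not an abundance. In the expression table, the PB locus with the most transcripts, 89 against 22 for the next, summed to 9263 TPM (0.926% of the total) in the control column and 26931 TPM (2.69%) in the α-amanitin column, the opposite direction to the excess of models. Its numbering was not joined to the long-read tables, so whether it is the same locus is not established.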
